A study of Homo sapiens with 8 samples. Its data were reported in "The Gene Master Regulators (GMR) Approach Provides Legitimate Targets for Personalized, Time-Sensitive Cancer Gene Therapy" (2019).

How the data were processed

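RNA abundance was measured in cultures of the human prostate cancer line DU145, 4 untreated and 4 treated with 5 nM of the compound that the labels name Capridine. The 8 samples were hybridised to 4 Agilent 2-colour arrays of 1 slide in 1 scan. Arrays of the same condition lay next to each other, so place on the slide and condition cannot be told apart. Each array carried 2 samples of the same condition, the odd-numbered one labelled with Cy3 and the even-numbered one with Cy5. The condition, replicate number and dye of every sample were taken from the labels, and the series' design text calls the 4 samples of a condition biological replicates.

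The deposited files held, for each spot and channel, the mean raw intensity, the median intensity of the local background, a processed intensity and quality flags. Per the file headers and the submitters' processing notes, these were written by Agilent Feature Extraction 11.5.1, which had subtracted the background, removed spatial trends and balanced the 2 dyes within each array to make the processed intensity. No scaling between arrays had been applied to the deposited intensities. Flags of other kinds in the deposited files gave spots with uneven pixels, spots far from their copies, saturated spots and spots well above background.

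For the comparison of conditions, the raw mean intensity was corrected for the local background with normexp (offset 50), normalised within arrays by loess with control spots at weight 0, and normalised between arrays by Aquantile, all in limma 3.58.1 under R 4.3.3. The 1377 control spots were then left out, and spots with an outlier flag were left out as well (0.881% to 1.73% of the spots of a sample). No spot was saturated. The mean over the remaining copies gave 1 log2 value for each of 34127 probes. Of these, 25771 were named through their accession in the RefSeq gene table of assembly GRCh38.p14, 2207 through their symbol and 499 through an older symbol, and 5650 kept the name in the file. The files named no genome build, so no coordinates are given; chromosomes are those written in the files, with the build not given in the sources used here. Lengths of genes were taken from the same table. Probes well above background in all 4 samples of at least 1 condition were kept (19089 probes), and each gene was represented by its probe of highest mean signal, which left 14739 genes.

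The background model was changed after results had been seen. A first fit of normexp had used every spot, as limma does by default, and between 4 and 11 spots of each channel, each carrying an outlier flag, lay more than 100 intensity units below their local background. These pulled the fitted background means down to between -1460 and -289, which compressed the log2 changes of dim genes. The parameters were therefore fitted without the outlier-flagged spots, control spots included, which gave background means between -6.75 and 24.2. With the first fit 1 gene passed the threshold, and with the second 5 did. The first fit is kept among the alternatives.

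The main model was limma's linear model with condition and dye as fixed terms and the array as a random block (duplicateCorrelation, eBayes), because both samples of an array belonged to 1 condition and each condition spanned 2 arrays. P-values were adjusted over genes by the Benjamini-Hochberg procedure with a threshold of 0.05. The dye term follows the design text, in which samples of like dye were compared and the dyes averaged. Of 36 gene lists, 32 had at least 5 tested members and were tested against the other genes with cameraPR on the moderated statistics, with a preset correlation between genes of 0.01 and adjustment over the lists. Camera with an estimated correlation and fry were run as alternatives. The groups, models, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. Added later were the change of background model, the replicate block without the array block, the removal of the median ratio from the methods' cut-off, its stated coefficient, the variation in sets of 3 against 3, the comparison of histone with other short genes and the genes separated by other groupings of whole arrays.

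Genes were named by a rule. It took the genes past the threshold whose 4 treated samples all lay on one side of the 4 untreated samples, filled up to 10 in each direction with the genes of smallest p that met the same condition and carried a symbol. It also took the 2 members of smallest p in each direction of each list named, and VIM, POTEM, EXOC5 and the 3 genes of highest Gene Commanding Height in each condition. Of the genes and lists so named, 1 list and some genes are not reported here.

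The study's own measures were computed from the processed intensities, scaled to the median of the quantified spots, after the methods' filter (raw intensity at least 2 times the background, no flagged or saturated spot, in all 4 samples of a condition). Relative expression variation (REV) is the coefficient of variation of a gene over the samples of a condition, pooled over its spots and corrected by chi-square quantiles at a probability of 0.05. This formula gives 2.15 for a gene of 1 spot, more than the coefficient stated in the methods, so REV and the cut-off are wider here for the 11272 genes of 1 spot in both conditions; a cut-off with the stated coefficient is an alternative. Gene Commanding Height (GCH) is the median REV over that of the gene, multiplied by the exponential of 4 times the gene's mean squared correlation with the other genes. The methods' cut-off calls a gene changed where the ratio of the conditions exceeds a value computed from its REV in both. The t-test of the methods, which serves there to weight genes, was run on the log2 values of the main model. These measures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

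The code was tested on simulated data of 14739 genes in the 4-array design, with 200 genes changed. For the comparison of treated with untreated cells, 6.5% of the changed genes were recovered at a log2 change of 0.5, 95% at 1 and 99.5% at 2, with 2, 16 and 18 false calls. In 5 simulated sets of independent genes with no change, 0 lists passed. Members of real lists were correlated, with an estimate of 0.434 for core histones, so this run does not measure false lists in these data. Over 3000 simulated genes, a doubled variation gave a REV ratio of 1.99, and independent genes in 4 samples had a mean squared correlation of 0.333.

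Alternatives covered the signal, background and scaling, the filter on dim probes, the treatment of array, dye and replicate number, the choice of probe, the variance model, the test, and each sample and each array left out. The model was also fitted to 34 ways of parting the 8 samples into 4 and 4, the real one included; the remaining way coincides with the dyes. Precision is limited by the number of arrays, 2 for each condition.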

Results

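Gene expression was profiled in DU145 cells, an androgen-insensitive human prostate cancer line that came from a brain metastasis. The 8 samples formed 2 conditions, 4 untreated cultures and 4 cultures treated with 5 nM Capridine, a compound that the labels describe only by this name. They were hybridised to 4 arrays, each with 2 samples of the same condition in different dyes. Between 53% and 68.8% of the probes were well above background in a sample, with 61.6% ± 6.0 (SD, n = 4) in untreated and 62.2% ± 7.39 (SD, n = 4) in treated cells. This spread went with the dye, as Cy3 samples had 52.98% to 59.44% and Cy5 samples 64.44% to 68.81%. The correlation between samples, across genes, ranged from 0.977 to 0.997.

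The first comparison asked which genes Capridine changed, the question that the series' title and design pose. CXCL1 (chromosome 4), a chemokine that attracts neutrophils, rose 2.25-fold in treated cells, from a mean log2 signal of 9.25 ± 0.12 (SD, n = 4) to 10.43 ± 0.13 (SD, n = 4), a log2 change of 1.17 with SE 0.125 (limma, adjusted p = 0.0181). IMMP2L (chromosome 7), a subunit of a peptidase of the inner mitochondrial membrane, fell 2.37-fold, from 9.70 ± 0.04 to 8.45 ± 0.14 (SD, n = 4 each; log2 change -1.25, SE 0.107, limma, adjusted p = 0.0058). LRMDA (chromosome 10), a leucine-rich protein linked to melanocyte differentiation, fell 2.19-fold (log2 change -1.13, SE 0.0903, limma, adjusted p = 0.0058). SMYD3 (chromosome 1), a lysine methyltransferase, fell 1.96-fold (log2 change -0.97, SE 0.103, limma, adjusted p = 0.0181), and KCNMA1 (chromosome 10), the pore subunit of a calcium-activated potassium channel, fell 1.92-fold (log2 change -0.94, SE 0.115, limma, adjusted p = 0.0458). The other probe of SMYD3 gave only -0.16, that of KCNMA1 -0.60 and that of CXCL1 0.43. Over 29 alternatives the log2 change nearest 0 was 0.557 for CXCL1, -0.453 for IMMP2L, -0.216 for LRMDA, -0.562 for SMYD3 and -0.341 for KCNMA1.

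These 5 genes, 1 higher and 4 lower, were those past the threshold among 14739 genes tested. In each, all 4 treated samples lay on one side of all 4 untreated samples. Such a separation was found for 2248 genes, or 15.3%, of which 813 were higher and 1435 lower in treated cells. The other 2 ways of grouping whole arrays separated 6.79% and 4.59% of the genes. At an unadjusted p under 0.05, limma gave 1907 genes (656 higher and 1251 lower), where 737 would be expected with no effect. The median size of the log2 change over all genes was 0.14.

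The other genes of smallest p with separate conditions did not pass the threshold. Those higher in treated cells were led by inflammatory signals. CSF2, the growth factor GM-CSF, had a log2 change of 0.81 (SE 0.114, limma, adjusted p = 0.0985), the chemokine CXCL8 1.64 (SE 0.254, limma, adjusted p = 0.137) and the chemokine CXCL2 0.84 (SE 0.141, limma, adjusted p = 0.184). CSF2 was well above background in 3 of the 4 untreated samples, and the other probes of CXCL8 and CXCL2 gave 0.71 and 0.55. NFKBIA, the inhibitor and target of NF-kB, had a log2 change of 0.56, the co-chaperone DNAJA4 0.60, the matricellular protein CCN1 0.54, the immediate early gene IER2 0.52, the GTPase-activating protein DLC1 0.52 and the BCL2 family member BCL2L10 0.42, with adjusted p from 0.19 to 0.275 (limma). On the lower side, BBS9, a subunit of the ciliary BBSome complex, had a log2 change of -1.09 (SE 0.138, limma, adjusted p = 0.0518). RABGAP1L, a Rab GTPase-activating protein, had -1.27 (-0.35 in its least changed probe), the receptor tyrosine phosphatase PTPRM -0.84, the methionine sulfoxide reductase MSRA -0.80, the Hedgehog acyltransferase HHAT -0.64 and ABTB3 -0.57, with adjusted p from 0.108 to 0.137 (limma). Over 29 alternatives CSF2 ranged from 0.117 to 1.48, CXCL8 from 0.735 to 2.1, IER2 from 0.335 to 0.571, DLC1 from 0.189 to 0.582 and BCL2L10 from 0.0996 to 0.551. The changes nearest 0 were -0.428 for BBS9, -0.554 for RABGAP1L, -0.353 for PTPRM, -0.355 for MSRA, -0.223 for HHAT and -0.296 for ABTB3. All 10 genes named as lower span over 300 kb in the RefSeq table, against 1 of the 10 named as higher.

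**Figure D1:**
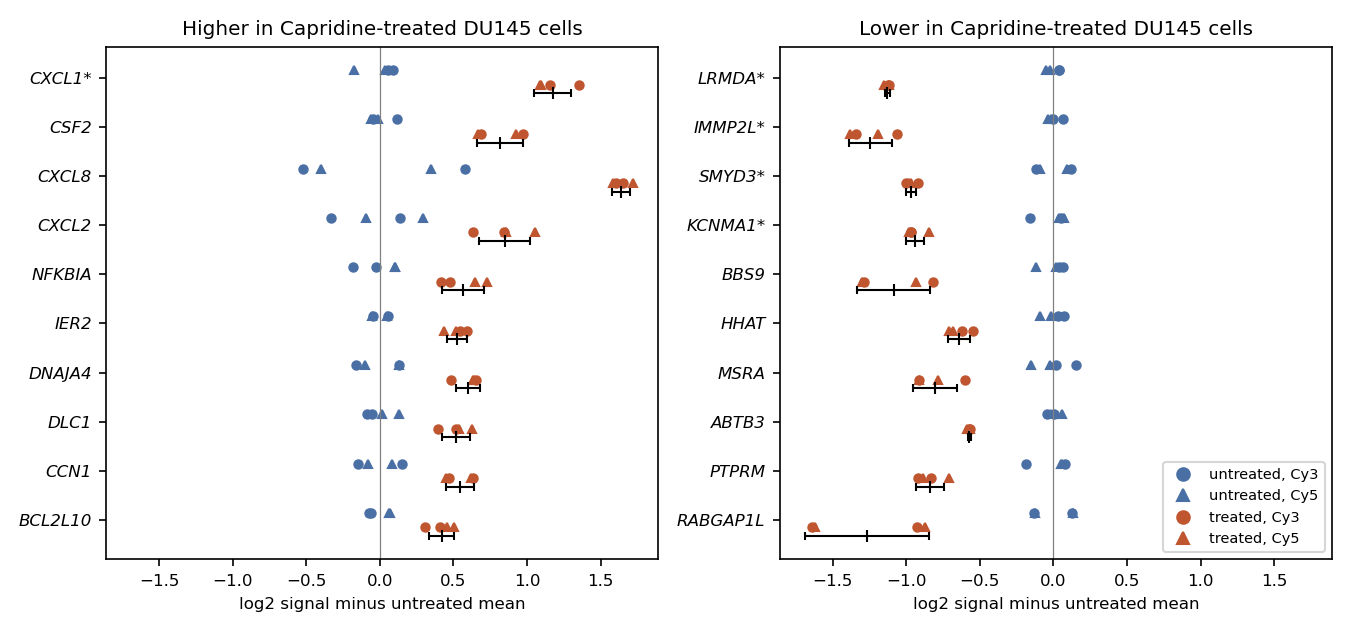
Log2 signal of each sample minus the untreated mean (horizontal axis) for the genes named by the rule, higher in treated cells on the left and lower on the right. Blue marks are untreated and orange treated samples, circles Cy3 and triangles Cy5, black bars the mean difference ± SD of the 4 treated samples, and asterisks the 5 genes with a limma adjusted p under 0.05; the treated samples of each gene lie apart from the untreated ones, by 1.17 for CXCL1 and -1.13 for LRMDA on average.

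The count of 5 came from a background model that was changed after results had been seen, as the model fitted at first gave 1 gene. It also depended on how the arrays were treated: it was 359 (105 higher, 254 lower) with the 8 samples taken as independent, and 0 with 1 mean per array, where limma gave 1572 genes at an unadjusted p under 0.05. Leaving out untreated replicate 4 or treated replicate 4 also gave 0 genes (1762 and 1122 at an unadjusted p under 0.05, limma), untreated replicate 2 gave 2, and treated replicate 1 or 2 gave 3. Without the array of untreated replicates 1 and 2 the count was 207 (148 higher, 59 lower), without that of untreated replicates 3 and 4 it was 0, and without those of treated replicates 1 and 2 or 3 and 4 it was 21 and 3.

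The study's methods call changed genes by a cut-off computed for each gene. This cut-off on the expression ratio was passed by 1697 of 15823 genes quantified in both conditions, 1432 higher and 265 lower in treated cells, with a median cut-off of 1.53. The median log2 ratio over these genes was 0.18 rather than 0, and once it was removed 839 genes passed, 334 higher and 505 lower. With the coefficient that the methods state for genes of 1 spot, smaller than the one their formula gives, 2575 passed (2230 higher, 345 lower). The median ratio was not removed for this last count. Among the counts in this paragraph, higher genes outnumbered lower ones only where this ratio was kept. They also did so in limma without the array of untreated replicates 1 and 2 (148 higher, 59 lower). The same held without that of treated replicates 3 and 4 (2 higher, 1 lower). The methods' t-test, which serves there only to weight genes, gave 2790 genes at an unadjusted p under 0.05 (986 higher, 1804 lower) and 8 after Benjamini-Hochberg adjustment (3 higher, 5 lower). This test takes the 8 samples as independent, although the samples of an array were correlated (0.651 in the main model).

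The gene lists asked whether functional groups moved together. Of 32 lists, 13 passed an adjusted p of 0.05 in the set test of limma with a preset correlation, 11 of them higher and 2 lower in treated cells. With an estimated correlation only the immediate early genes remained.

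Genes of NF-kB and cytokine signalling rose as a group, with a median log2 change of 0.27 over 26 tested members (cameraPR, adjusted p = 8.69e-14, and adjusted p = 0.0866 with an estimated correlation). Of these, 20 were higher and 6 lower; 14 higher members and 1 lower member passed when adjusted over the list alone, and 1 passed over all genes. CXCL1 and CSF2 had the smallest p of the higher members. CSF1, a macrophage growth factor, had a log2 change of -0.40 (its other probe gave 0.13) and the iron-binding LCN2 -0.28. Immediate early genes, which cells transcribe within minutes of a stimulus, rose by a median of 0.31 over 32 members (cameraPR, adjusted p = 1.44e-13, and adjusted p = 0.0146 with an estimated correlation). IER2 and CCN1 were among the 14 higher members that passed adjusted over the list alone, with 0 over all genes. Among the 4 lower members, the phosphatase DUSP4 had -0.30 and the AP-1 subunit FOSL1 -0.087.

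Core histone genes fell as a group, by a median of 0.41 on the log2 scale, and all 37 tested members were lower in treated cells (cameraPR, adjusted p = 2.51e-09, and adjusted p = 0.293 with an estimated correlation). H2BC9 had a log2 change of -0.68 (SE 0.134) and H2AC8 one of -0.50 (SE 0.151); 1 member passed adjusted over the list alone and 0 over all genes. The list also differed between the 2 treated arrays, by -0.24, and between the 2 untreated arrays, by 0.13. Short genes were lower in general: 33 tested members span under 1 kb, with a median of -0.48, and the 176 other genes under 1 kb had a median of -0.146, and differed by -0.126 between the treated arrays. Metallothioneins, small metal-binding proteins, fell by a median of 0.35 on the log2 scale over 11 members (cameraPR, adjusted p = 5.68e-05, and adjusted p = 0.284 with an estimated correlation). MT1X had -0.40 and MT1H -0.39, 5 lower members passed adjusted over the list alone and 0 over all genes, and MT2A alone was higher, with 0.11. Histone and metallothionein genes have near-identical copies, between which probes may not distinguish.

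Heat shock genes rose by a median of 0.19 over 23 members (cameraPR, adjusted p = 3.91e-05, and adjusted p = 0.11 with an estimated correlation). The chaperones HSPA4L and HSPA1A had log2 changes of 0.44 and 0.37, and 1 member passed adjusted over the list alone and 0 over all genes. The small heat shock protein CRYAB, well above background in 3 of the 4 treated samples, had -0.040 and the co-chaperone FKBP4 -0.056 (its other probe 0.28). Targets of TGF-beta and YAP rose by a median of 0.11 over 25 members (cameraPR, adjusted p = 0.0014, and adjusted p = 0.0866 with an estimated correlation). The smallest p of the higher members were those of CCN1 and the cardiac repeat protein ANKRD1 (0.41, well above background in 3 of the 4 untreated samples), and of the lower ones those of the ligand TGFB1 at -0.24 and the actin-binding TAGLN at -0.22. In this list 4 members passed adjusted over the list alone and 0 over all genes.

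Genes of the G1/S transition and DNA replication rose by a median of 0.125 over 47 members (cameraPR, adjusted p = 0.000271, and adjusted p = 0.0866 with an estimated correlation), with the polymerase subunit POLE2 at 0.51 and the sliding clamp PCNA at 0.40, the ligase LIG1 at -0.18 and the polymerase POLA1 at -0.26. Ribosome biogenesis genes rose by a median of 0.10 over 48 members (cameraPR, adjusted p = 0.000953, and adjusted p = 0.0866 with an estimated correlation), with UTP18 at 0.50, NOC3L at 0.34, NOC4L at -0.27 and RRP9 at -0.17. DNA repair genes rose by a median of 0.071 over 52 members (cameraPR, adjusted p = 0.0256, and adjusted p = 0.297 with an estimated correlation). FANCA had 0.30, and the ligase LIG4, well above background in 2 of the 4 untreated samples, had 0.48, against -0.74 for XPA (its other probe 0.27) and -0.30 for DDB2 (its other probe 0.0072). In these 3 lists 0 members passed, adjusted over the list alone or over all genes by limma, where 8, 6 and 4 members were higher and 0, 0 and 2 lower at an unadjusted p under 0.05.

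Proteasome genes rose by a median of 0.11 over 36 members (cameraPR, adjusted p = 0.00968, and adjusted p = 0.27 with an estimated correlation), with PSMD2 at 0.33 (its other probe -0.0072), PSMC2 at 0.20, PSME1 at -0.21 and PSMB7 at -0.27. Core apoptosis genes rose by a median of 0.075 over 41 members (cameraPR, adjusted p = 0.0121, and adjusted p = 0.0866 with an estimated correlation). Its member BIRC3, with 0.74, is known as an inhibitor of apoptosis and an NF-kB target, and cytochrome c (CYCS) had 0.32. The initiator caspase CASP10 had -0.44 (its other probe 0.13) and the adaptor TRADD -0.38. Cholesterol synthesis genes rose by a median of 0.082 over 24 members (cameraPR, adjusted p = 0.0256, and adjusted p = 0.326 with an estimated correlation), with PMVK at -0.66 and LSS at -0.22 among the lower members. In these 3 lists 0 members passed, adjusted over the list alone or over all genes by limma, where 1, 5 and 4 members were higher and 0, 3 and 1 lower at an unadjusted p under 0.05.

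**Figure D2:**
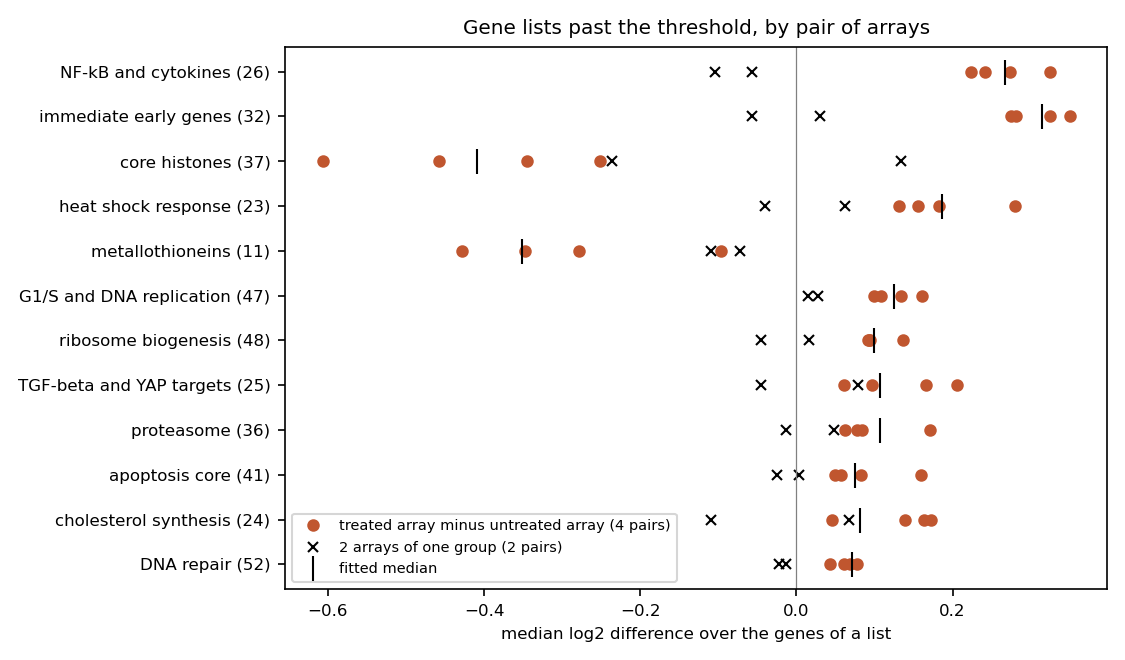
Median log2 difference over the members of each of 12 lists past the threshold (horizontal axis), with the number of tested members in parentheses. Orange points are the 4 pairs of a treated and an untreated array, crosses the 2 pairs of arrays within a condition and bars the fitted median; core histones range down to -0.61 between conditions but also reach -0.24 between the treated arrays.

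Of the 13 lists, 9 passed in each of 29 alternative fits, all tested with the preset correlation. The proteasome, cholesterol synthesis and DNA repair lists each missed the threshold in 4 and core apoptosis genes in 2. With fry a different set of 9 lists passed, without core histones (fry, adjusted p = 0.172) and with core apoptosis genes (fry, adjusted p = 0.0276). With the scanner software's processed intensities, centred on their median, the proteasome median was 0.0042. The medians also moved by over 1.5 times in lists that stayed past the threshold: the one nearest 0 was 0.0965 for NF-kB and cytokine genes (normexp fitted on outlier-flagged spots too), 0.0758 for heat shock genes (loess and median centring), 0.0395 for TGF-beta and YAP targets (without the array of untreated replicates 3 and 4), 0.184 for immediate early genes, -0.264 for core histones and -0.197 for metallothioneins. It was 0.0275 for DNA repair, 0.0469 for core apoptosis and 0.0489 for cholesterol synthesis genes.

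The design text compares like dyes and then averages them, so the conditions were also compared within each dye. The direction was the same in Cy3 and Cy5 for 83.7% of the 14739 genes, and the log2 changes correlated at r = 0.86 across genes, which are not independent replicates. Both dyes were read on the same 4 arrays, so arrays were also grouped across conditions. The first untreated with the second treated array against the other pair gave nearly as much agreement, 80.7% (r = 0.81). The arrays of replicates 3 and 4 against those of replicates 1 and 2 gave less, 67.0% (r = 0.49). Within 1 dye, with 2 samples against 2, limma called 0 genes in either, with 1153 in Cy3 and 1622 in Cy5 at an unadjusted p under 0.05.

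The study ranks genes by the Gene Commanding Height, which is high for a gene whose expression varies little between the samples of a condition and correlates with that of many others. In untreated cells the RNA-editing enzyme ADAR, with a GCH of 91.5, and the ganglioside synthase B4GALNT1 (86.3) were among the 3 highest of 16165 genes. Their REV was 1.76% and 2.01%, against a median of 27.8%. In treated cells the highest of 16917 genes was the chromatin reader ING2, with 232, followed by PHLDA1 (223) and IMPACT (172), whose REV was 0.519%, 0.40% and 0.544% against a median of 22.9%. None of these 5 genes ranked high in the other condition: ADAR and B4GALNT1 had 5.69 and 5.66 in treated cells, and ING2, PHLDA1 and IMPACT 6.10, 6.25 and 4.07 in untreated cells. Over 7 alternatives ADAR ranged from 11.3 to 359 and B4GALNT1 from 16.1 to 189, and neither stayed in the top 10 with any 1 replicate left out. The highest gene in treated cells was TAPBPL (145) with normexp values and DEFB124 (1620) with each dye's mean removed. It was a different gene for each treated replicate left out, and ING2 in none of these cases. The median GCH was 4.77 in untreated and 5.59 in treated cells.

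The genes that the study named as leading in this line ranked low here with the processed intensities as they are. VIM, the intermediate filament vimentin, had a GCH of 1.90 in untreated cells (rank 15111) and a REV of 56.4%, POTEM, of the POTE ankyrin family, 1.95 (rank 15038), and EXOC5, a subunit of the exocyst, 1.61 (rank 15516). With each dye's mean removed they had 3.65, 11.1 and 22.8 (ranks 14901, 7675 and 2506), where the median gene had 10.6. Between the conditions VIM had a log2 change of -0.16 (SE 0.173, limma, adjusted p = 0.697), POTEM one of 0.077 (SE 0.228, limma, adjusted p = 0.898) and EXOC5 one of 0.19 (SE 0.301, limma, adjusted p = 0.802). Each value of REV and of the squared correlation rested on 4 samples, and no test was attached to a GCH. Over the 15823 genes quantified in both conditions, the rank correlation of the GCH between conditions was 0.482 across genes, and of the 158 genes in the top 1% of each condition 4 were shared, against 1.6 by chance.

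**Figure D3:**
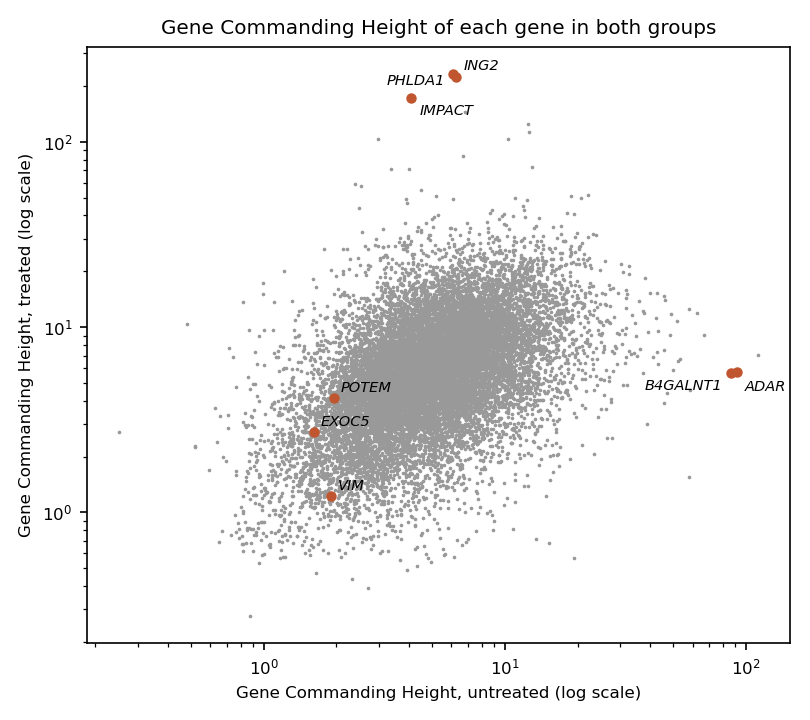
Gene Commanding Height of each of the 15823 genes in untreated (horizontal axis) and treated cells (vertical axis), both on log scales and without units. Orange points are the leading genes given in the text and the 3 that the study named; ADAR reaches 91.5 in untreated but 5.69 in treated cells, and VIM lies at 1.90 and 1.22.

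The last comparison set the expression variation of the conditions side by side. The median REV over the same genes was 27.7% in untreated and 22.0% in treated cells, a ratio of 1.26, and 66.8% of them (10566 genes) varied more in untreated cells. Immediate early genes had a median REV of 31.4% in untreated and 21.1% in treated cells, while metallothioneins had 21.3% and 30.5% and oxidative phosphorylation genes 24.9% and 28.3%. This difference has no test. With 1 replicate of each condition left out, 3 against 3, the ratio was over 1 in 15 of 16 sets and ranged from 0.984 to 1.67.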

Values the study reported

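The study gave Gene Commanding Heights for DU145 cells of 33.95 for VIM, 33.25 for POTEM and 32.19 for EXOC5, and listed these as the leading genes of the line. It stated a correction coefficient of 1.566 for the REV of a gene of 1 spot.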

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

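The sets of long genes and of NF-kB and immediate early genes were put together after results had been seen, and the genes named as higher or lower depend on the results too. In each of 56 sets of 4 samples (the 2 conditions of the 10 genes named as higher, the 10 named as lower and the study's 3 genes, 3 measures of array quality, and the medians of the long genes and of the NF-kB and immediate early genes), the sample farthest out was compared with the spread of the others. In 4 of them 1 sample stood apart, where chance gives about 3. The log2 signal of DNAJA4 in treated replicate 3 was 11.73, with the other treated samples between 11.88 and 11.90. KCNMA1 had 9.31 in untreated replicate 3, with the others between 9.51 and 9.54, and 8.62 in treated replicate 4, with the others between 8.49 and 8.50. PTPRM had 9.65 in untreated replicate 3, with the others between 9.88 and 9.91. Each of these samples stayed on its own side of the other condition.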

How the results depend on the processing

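Chosen after the data were seen were the fit of normexp with outlier-flagged spots, the replicate block without the array block, the removal of the median ratio from the methods' cut-off, its stated coefficient and the sets of 3 against 3; the other alternatives were planned. The count of 5 changed genes (1 higher, 4 lower) was 5 with quantile normalisation over all channels and with the methods' filter, 7 with no filter and 7 with a trended, robust variance. It was 1 with normexp fitted on outlier-flagged spots too, 2 with processed intensities centred on the median, 3 scaled to the 75th percentile, 3 with loess and median centring, 2 with the mean over probes, 8 with the separate-channel fit (2 higher, 6 lower) and 12 without the dye term (3 higher, 9 lower). It was 359 without the array block, 0 with 1 mean per array, and 0 with Cy3 samples or Cy5 samples alone. The methods' t-test, which does not account for the arrays, gave 8 after adjustment and 2790 before. The methods' cut-off gave 1697 (1432 higher, 265 lower), and 839 (334 higher, 505 lower) after the median log2 ratio was removed. With the stated coefficient and the median ratio kept it gave 2575. Left-out replicates gave 0 to 6 genes. Without the array of untreated replicates 1 and 2 the count was 207 (148 higher, 59 lower), without that of untreated replicates 3 and 4 it was 0, without that of treated replicates 1 and 2 it was 21, and without that of treated replicates 3 and 4 it was 3 (2 higher, 1 lower). Where it was 0, limma gave 1122 to 1765 genes at unadjusted p under 0.05.

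With the replicate block in place of the dye term, 17 genes (3 higher, 14 lower; CSF2, CXCL8 and BBS9 too) and 14 lists passed, and 411 genes with the replicate block and no array block. Samples of like number deviated from their condition's means with correlations of 0.391, 0.12, 0.0627 and 0.442 across genes, and 2 of the 4 numbers matched best with their own. With dye means removed they were 0.065 to 0.091. The numbers were not taken as pairs; whether they grew together is not known.

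Lists past the threshold numbered 13 in the fit as reported, 20 with loess and median centring, 1 with an estimated correlation, 12 with normexp on outlier-flagged spots, 9 with fry, and 13 to 17 with left-out replicates. Without the array of untreated replicates 1 and 2 or 3 and 4 they numbered 14 and 10. Without that of treated replicates 1 and 2 or 3 and 4 they numbered 11 and 16. None of the 13 lists reversed in 29 alternatives. Of 23 named genes 20 reversed in none of 29 alternatives. CXCL1 stayed past the threshold in 17 (adjusted p 0.000842 to 0.228), LRMDA in 21 (0.00034 to 0.228), IMMP2L in 22 (0.000842 to 0.228), SMYD3 in 13 (0.00275 to 0.542) and KCNMA1 in 11 (0.00212 to 0.542). Without untreated replicate 4 or treated replicate 4 the adjusted p was 0.0553 and 0.0615 for LRMDA, 0.0563 and 0.0615 for IMMP2L and 0.0773 and 0.195 for CXCL1 (0.095 and 0.0612 without untreated replicates 2 and 3). SMYD3 had 0.0533 to 0.195 without untreated replicate 2 or 4 or treated replicate 1, 2 or 4, and KCNMA1 0.0554 to 0.288 without any but untreated replicate 3. Their log2 changes, CXCL1 first, ranged from 0.56 to 1.33, -1.81 to -0.22, -1.48 to -0.45, -1.07 to -0.56 and -1.08 to -0.34. None of the 3 genes of the study passed: VIM reversed to 0.017 without the array of treated replicates 3 and 4. POTEM reversed to -0.039 and -0.030 with processed intensities, -0.025 with loess and median centring, -0.0758 in Cy5 samples, -0.023 without the array of untreated replicates 1 and 2 and -0.18 without that of treated replicates 3 and 4, and ranged from -0.066 to 0.17 with left-out replicates. EXOC5 reversed to -0.23 without the array of treated replicates 3 and 4 and ranged from -0.011 to 0.31 with left-out replicates.

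The agreement of the dyes was 84.6% with processed intensities and 82.8% with the methods' filter. The highest GCH in untreated cells was 142 with normexp values, 1230 with each dye's mean removed and 57.6 with the coordination term relative to its mean, and 387 to 651 with left-out replicates. The ratio of median REV was 1.27 with normexp values, 1.15 with dye means removed and 0.984 to 1.67 with 1 replicate of each condition left out. It was 0.813 to 1.88 with 1 sample left out, mostly as the correction for few samples then grows (2.15 to 3.40) in 1 condition only.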

Other observations

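The tests of gene length, of the NF-kB and immediate early genes, of the GCH and of other splits of the samples were chosen after the results had been seen; the set tests were planned. Several lists not yet described lay near the threshold. Genes of G2/M and mitosis had a median log2 change of -0.12 over 44 members, 32 of them lower (cameraPR, adjusted p = 0.0587), with GTSE1 at -0.40 and the phosphatase CDC25B at -0.35 against CENPI at 0.32 and TTK at 0.28. Spliceosome genes had 0.069 over 43 members (adjusted p = 0.0587), with HNRNPK at 0.405, PRPF3 at 0.26, SRSF6 at -0.35 (its other probe 0.023) and PRPF6 at -0.19, and genes of the mitochondrial ribosome 0.044 over 65 (adjusted p = 0.0587), with MRPS9 at 0.54, MRPL47 at 0.29, MRPL2 at -0.47 and MRPS27 at -0.20. RNA polymerase subunits had 0.077 over 30 members (adjusted p = 0.0623), with POLR3F at 0.47, POLR3G at 0.35 and POLR2J at -0.35. Chemokine signalling genes had a median of 0.023 over 43 members (adjusted p = 0.0623); 5 higher members, CXCL1 and CXCL8 in the lead, and 1 lower member passed adjusted over the list alone and 1 over all genes, and the receptor kinases GRK6 and GRK5 had -0.42 and -0.25. In the ATF4 and amino acid response (36 members, median 0.027, adjusted p = 0.0675) 3 higher members passed adjusted over the list alone and 0 over all genes; CEBPG had 0.76 and TARS1 0.46, NUPR1 -0.22 and DDIT3 -0.31. Fatty acid synthesis genes had 0.068 over 18 members (adjusted p = 0.0742), with ELOVL5 at 0.54 and FADS2 at 0.37, each with another probe that was lower, and ELOVL6 at -0.23 and ACSS2 at -0.12.

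The other lists had adjusted p from 0.245 to 0.927 (cameraPR). Ribosomal proteins (68 members) had a median of 0.020, with RPS23 at 0.21, RPS4X at 0.16, RPL12 at -0.22 and RPL32 at -0.16; basal transcription factors (35) had 0.025, with GTF2E2 at 0.37, TAF2 at 0.38, TAF10 at -0.31 and TAF15 at -0.37. Interferon response genes (29) had -0.022, with TAP1 at 0.29, HERC6 at 0.25 (well above background in 3 of the 4 untreated samples, like LOX below), ISG20 at -0.32 and IFITM3 at -0.42, and lysosome and autophagy genes (38) -0.047, with NPC1 at 0.31, ATP6V1H at 0.22, TFEB at -0.48 and WIPI1 at -0.32. Epithelial junction and keratin genes (30) had -0.029, with CLDN1 at 0.49, JUP at -0.45 and CLDN4 at -0.33. In 6 lists the median, mean and test did not share a sign. These were mesenchymal genes (21 members, median -0.036, SNAI1 0.37, LOX 0.29, LGALS1 -0.32, ITGA5 -0.26), oxidative phosphorylation (68, -0.015, ATP5MC3 0.79, COX7B 0.38, NDUFB7 -0.41, ATP5F1C -0.37), drug efflux and xenobiotic metabolism (17, 0.049, AHR 0.27, ABCC2 0.17, ALDH3A1 -1.05, ABCC3 -0.40, with other probes of these 2 at 0.049 and 0.511), unfolded protein response (25, 0.038, SEC61B 0.27, EDEM1 0.39, HSPA5 -0.47, CRELD2 -0.33), glycolysis and hypoxia (37, -0.018, ADM 0.34, LOX 0.29, BNIP3L -0.355, PFKFB4 -0.28) and NRF2 targets (22, -0.023, ABCC2 0.17, PRDX1 0.28, ABCC3 -0.40, GCLM -0.26). Markers of luminal, androgen-responsive prostate cells had 8 tested members of 16 and a median of -0.105 (adjusted p = 0.513), with STEAP2 at 0.21, TARP at -0.56 and NDRG1 at -0.32. Neuroendocrine (4 of 15 members), myeloid leukaemia (3 of 15) and fibroblast markers (1 of 14) and the 3 genes of the study had too few members for a set test.

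In the untreated samples here, the GCH was 1.90 for VIM, 1.95 for POTEM and 1.61 for EXOC5, and 3.65, 11.1 and 22.8 with each dye's mean removed. These are lower than the values quoted from the study above. Removing the dye means raised the scale as well, with a median GCH of 10.6 against 4.77, and EXOC5 then ranked 2506. Neither the values with dye means removed nor those without this step can therefore be set directly against those of the study.

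Of 34 splits of the 8 samples into 4 and 4, 4 gave at least as many genes as the real one with 5, and the highest other gave 424. The real split alone, 1 of 34, gave 13 lists, and the highest other gave 11. The 2 samples of an array are correlated and only 3 of the splits keep arrays whole, too few for a share under 0.05. The splits that call 424, 373 or 205 genes part the samples of arrays. They may point to a structure of the samples other than the treatment or to a small error of differences within arrays, and neither was tested. None of the other 2 splits that keep arrays whole gave a gene in limma, with 252 and 385 genes at an unadjusted p under 0.05 against 1907. They gave 4 and 1 lists against 13.

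All 10 genes named as lower in treated cells span over 300 kb in the RefSeq table, against 1 of the 10 named as higher (DLC1). Over all genes with a known span (88.4%), the 349 that span over 300 kb had a median log2 change of -0.15 against 0.0019 for the others, and 250 of them were lower; they made up 26 of the 100 lower and 2 of the 100 higher genes of smallest p. The shift did not extend to genes just below this length. The 1763 genes of 100 to 300 kb had a median of 0.0039 (49.3% lower), and the 3942 of 30 to 100 kb had 0.037 (41.6% lower). The difference of the genes over 300 kb from genes matched on signal level and probe GC content was -0.177 (95% bootstrap interval over genes -0.214 to -0.145). The one nearest 0 in the other scalings was -0.156. These values argue against signal level, GC content and the choice among these scalings as the cause. The interval does not measure variation between cultures or arrays. The background fit with outlier-flagged spots was not among the scalings. The array pairs between conditions gave -0.107 to -0.176 and those within a condition -0.0274 and -0.0082, but with 2 arrays against 2 variation between arrays and the treatment cannot be told apart. No biological explanation was tested. Genes under 1 kb were also lower (median -0.18, 82.3% lower), though these also differed by -0.144 between the 2 treated arrays.

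The NF-kB and immediate early lists, 58 genes together, had a median log2 change 0.30 above that of the other genes, and their median was higher in each treated sample than in each untreated one. They were the lists of smallest p in this same comparison, so that choice favoured such a separation and it is no separate support. Matching on signal level left 0.29 (95% bootstrap interval over genes 0.195 to 0.411), and the smallest value in another scaling was 0.302. These values argue against signal level and the choice among these scalings as the cause. The interval does not measure variation between cultures or arrays. The background fit with outlier-flagged spots was not among the scalings, and with it the median of the NF-kB list was 0.0965. Array pairs between conditions gave 0.281 to 0.337 and those within a condition -0.109 and 0.0394, yet with 2 arrays per condition variation between arrays and the treatment cannot be told apart. A response to the compound and one to the handling of the cultures, which also induces immediate early genes, may both be at work; neither was tested.

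The highest GCH values may reflect the small number of samples. In 100 groups simulated for each condition, in which all genes varied alike, the highest value had a median of 135 for untreated cells and was at least the real one in 71, and a median of 145 for treated cells and was at least 232, that of ING2, in 14. With a replicate left out, the 3 leading genes of untreated cells were in the top 10 in none of the 4 cases, and of the 3 of treated cells 1, 1, 3 and 0 were without replicates 1, 2, 3 and 4. A biological role of these genes as leading regulators was not tested.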
